A study of Homo sapiens with 3 samples. Its data were reported in "SFPQ-TFE3 reciprocally regulates mTORC1 and induces lineage plasticity in a mouse model of renal tumorigenesis" (2025).

How the data were processed

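HA-PSF-TFE3 ChIP-seq was carried out in doxycycline-inducible HK-2 cells. The samples were 2 ChIP libraries, replicates 8 and 9, and 1 input DNA library, grouped by their labels. The title and labels of the series name this fusion, whereas its design text names PRCC-TFE3 in its place. The labels were followed, and the fusion's identity was not tested. The authors immunoprecipitated with an anti-HA matrix and an enzymatic chromatin kit, aligned the reads, and called peaks with MACS2 in each ChIP library separately against the input, without pooling replicates. The deposited values are 1 summit per peak, 1 bp wide, with a score that the authors' caller writes as −log10 of the q-value. The stated q-value cutoff of 0.05 corresponds to a score of 1.30, and the lowest scores found were 1.37 and 1.33. The study's descriptions of alignment name both hg38 and hg19, and state the calling cutoff both as a p-value and as a q-value, so that the exact settings behind these lists are not certain.

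The build was checked first. In replicate 8, 364 summits, and in replicate 9, 262 summits, lay beyond the ends of hg38 chromosomes, on 14 chromosomes in each list. A further 80 and 60 summits fell in hg38 gaps. The lists are therefore not on hg38. The other build the study names, hg19, was taken as theirs, without a test against hg19 sequence. The genome sequence and annotation at hand were hg38, and coordinates were not converted. Annotation of summits to promoters, motif searches, the comparisons of lysosomal, v-ATPase and ribosomal protein gene promoters, and the count of summits at PAX8, all designed beforehand, were not run. Summits are given by position only, counted from 1.

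Summits of both libraries were compared by distance on the same chromosome. A summit was called shared if a summit of the other list lay within 200 bp, with 50 and 500 bp as alternatives. Shares have 95% Wilson intervals. The background came from 100 circular shifts of the other list along each chromosome. Mutually nearest summits within 200 bp were paired, and Spearman's rho was computed across pairs with an interval from 1000 resamples of 5 Mb blocks. The other alternatives set before the data were examined were minimum scores of 5 and 10, merging of summits under 500 bp apart, equal numbers of summits in both lists, restriction to numbered chromosomes, X and Y, leaving out each replicate, and Pearson's r on log10 scores. The named sites are the 5 shared summits with the best worst rank, where the worst rank is the larger of the pair's score ranks. Scores were used to describe, rank, filter and correlate summits and are not normalised between libraries.

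Analyses of chromosomes, of neighbouring summits, of strong summits missing from the other list and of chromosomes X and Y were chosen after the data were seen. Chromosome counts were compared by two-sided Fisher's exact tests and by a permutation test in which library labels, in genome order, were rolled 10000 times, with Benjamini-Hochberg adjustment over 24 chromosomes. These tests compare 2 libraries, not conditions. Neighbouring summits were compared with 20 draws of uniformly placed summits on each chromosome, up to its last summit and including assembly gaps.

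The distance functions were tested on simulated lists of 28084 sites in which 70.0% of sites were planted in the other list. The share recovered within 200 bp was 70.1%, and it was 0.652% after a shift. For 200 sites the distances equalled those of an exhaustive search. Sequencing depth is not given by the lists and was not used here, so no precision from depth is stated, and a summit missing from a list means only that it did not pass the authors' threshold. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.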

Results

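Binding of the fusion protein HA-PSF-TFE3, as the sample labels name it, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA bound by a protein is recovered with an antibody and sequenced. The fusion joins SFPQ, also called PSF, to the transcription factor TFE3, and carries an HA tag that the anti-HA matrix captures. It was expressed from a doxycycline-inducible construct in HK-2 cells, an established line of human proximal tubule epithelium, after 24 h with 0.2 µg/ml doxycycline. The group held 2 ChIP libraries, labelled replicates 8 and 9. A further library of input DNA, which is chromatin that was not immunoprecipitated, served the authors as the background for peak calling, and its signal was not used here. The question addressed was where the fusion binds and whether the same sites recur in both libraries. The values were 1 list of peak summits per library, each summit being the single base with the highest enrichment within a peak, with a score that is the authors' −log10 q-value. Sequencing depth is unknown from these lists. With 1 group of 2 libraries, no test between conditions was possible.

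The replicate 8 list held 44983 summits and the replicate 9 list 28084, a mean of 36534 ± 11949 (SD, n = 2). The replicate 8 list was 1.60 times as long. Raising the minimum score to 10 moved the mean most, to 16639 summits per library. The median score was 8.20 in replicate 8 and 10.5 in replicate 9. The lowest scores were 1.37 and 1.33, and the highest were 107 and 145. A score of at least 10 was reached by 41.7% of the replicate 8 summits and by 51.6% of the replicate 9 summits. Replicate 8 had more summits with a score of at least 10, 18778 against 14500, whereas replicate 9 had more with a score of at least 30, 4506 against 3222. Scores took few distinct values, 3424 in replicate 8 and 3486 in replicate 9. The commonest score in replicate 8 was 4.59, given to 1325 summits (2.95%), and that in replicate 9 was 4.87, given to 460 summits (1.64%).

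Recurrence of sites was measured as the share of each list with a summit of the other list within 200 bp. In replicate 8, 21536 of 44983 summits (47.9%, 95% Wilson interval 47.4 to 48.3%) had a replicate 9 summit within that distance. In replicate 9, 21525 of 28084 summits (76.6%, 95% Wilson interval 76.1 to 77.1%) had a replicate 8 summit within it. After 100 circular shifts of the other list along each chromosome, the mean share was 0.380% for replicate 8 and 0.622% for replicate 9, with maxima of 0.451% and 0.734%. Both observed shares were therefore far above those from shifted positions. Shifted summits can fall in sequence where no summit could be called, and there was no ChIP library from cells without doxycycline. The recurrence therefore shows signal that repeats, and does not separate fusion binding from other signal common to both libraries. The intervals cover counting error only, because neighbouring summits are not independent. Requiring 50 bp instead lowered the shares to 23.3% and 37.4%. Allowing 10000 bp raised them to 76.4% and 95.9%, beside means of 13.6% and 18.9% after the shifts.

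The share of recurring summits rose with score within each list. When the replicate 8 summits were split into 10 score deciles, 10.05% of the lowest decile (95% Wilson interval 9.20 to 10.96%) and 91.9% of the highest (95% Wilson interval 91.1 to 92.7%) had a replicate 9 summit within 200 bp. In replicate 9 the corresponding shares were 52.7% (95% Wilson interval 50.8 to 54.5%) and 89.5% (95% Wilson interval 88.3 to 90.5%). The intervals of the lowest and highest deciles did not overlap in either list. The median score of replicate 8 summits was 14.7 where a replicate 9 summit lay within 200 bp and 5.29 where none did. For replicate 9 these medians were 12.4 and 6.40.

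**Figure D1:**
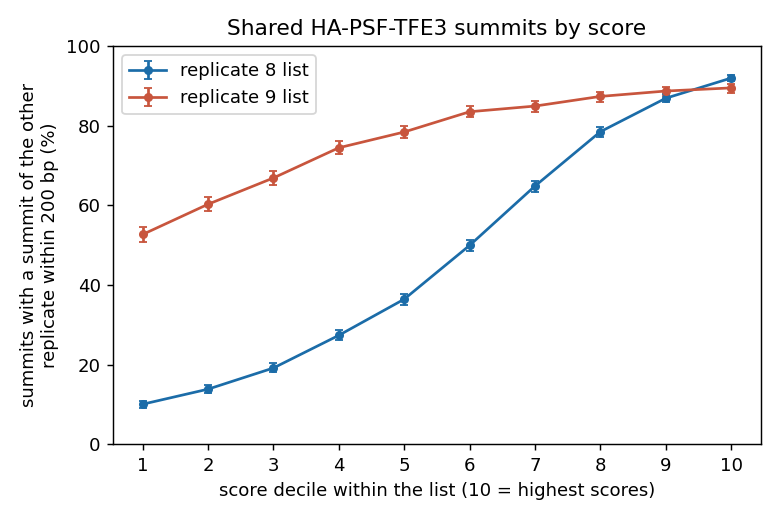
The horizontal axis is the score decile of the summit within its own list, and the vertical axis is the percentage of summits with a summit of the other replicate within 200 bp. Points are shares and bars are 95% Wilson intervals; the replicate 8 curve runs from 10.05% to 91.9% and the replicate 9 curve from 52.7% to 89.5%.

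Pairing mutually nearest summits within 200 bp gave 21518 pairs. The median distance within a pair was 52 bp, the median signed offset was 0 bp, and 154 pairs shared the same base. The distance fell with rank. In the quintile of pairs ranked lowest by the weaker of their within-list ranks the median distance was 71 bp, and in the quintile ranked highest it was 39 bp. Both libraries ranked the shared sites alike, with a Spearman's rho of 0.728 across pairs (95% interval 0.720 to 0.737 from resampling 593 genomic blocks of 5 Mb). This correlation is across sites, which are not independent replicates. Restricting both lists to a score of at least 10 lowered it most, to 0.625.

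**Figure D2:**
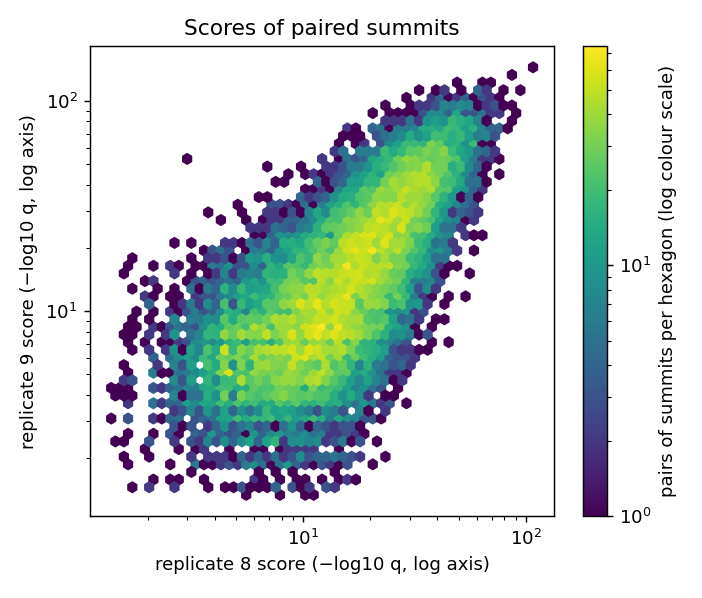
Each axis gives the score (−log10 q, log scale) of one replicate at 21518 paired summits, and the colour of a hexagon gives the number of pairs on a log scale. Scores rise together in both replicates, with a Spearman's rho of 0.728.

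Of the 100 highest-scoring summits of replicate 8, 26 had a summit among the 100 highest of replicate 9 within 200 bp, but 98% had a summit somewhere in the full replicate 9 list. Of the 1000 highest, 43.6% recurred among the 1000 highest of the other list and 94.7% in the full list. In the other direction, 93% of the 100 highest and 88.9% of the 1000 highest summits of replicate 9 had a summit in the full replicate 8 list. When the strongest summits of replicate 8 were taken in the same number as the replicate 9 list, 28084, 66.7% of either list had a summit of the other within 200 bp.

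The best-ranked shared summits were those whose lower rank in either list was highest, as fixed before the data were examined. Positions are on hg19, the build taken for these lists. The first lay on chromosome 2 at position 91764035 in replicate 8 and 91763991 in replicate 9, and had the highest score of both lists, 107 and 145. The next lay on chromosome 1 at 246912353 and 246912384, with scores of 83.1 and 135 and ranks of 6 and 2. A summit on chromosome 3 at 171338936 and 171338913 had scores of 93.7 and 108 and ranks of 2 and 17. A summit on chromosome 2 at 9526739 and 9526766 had scores of 78.1 and 108 and ranks of 9 and 18. The last of the 5 lay on chromosome 10 at 100083172 and 100083223, with scores of 70.5 and 106 and ranks of 26 and 22. The replicates placed these 5 summits 23 to 51 bp apart. Genes at these positions were not analysed here.

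Summits lay on all 24 chromosomes in both libraries, and the counts per chromosome had a Spearman's rho of 0.995 between libraries. The ratio of replicate 8 to replicate 9 summits ranged from 1.46 on chromosome 16 to 1.70 on chromosome 14, leaving out chromosomes 21 and Y. It was 1.25 on chromosome 21, with 453 and 362 summits. Chromosome Y held 17 and 14 summits. Chromosome 21 held 1.01% of the replicate 8 list and 1.29% of the replicate 9 list, a difference between these 2 libraries that passed a two-sided Fisher's exact test (p = 0.00050, Benjamini-Hochberg adjusted p = 0.012 over 24 chromosomes). Because summits cluster, library labels were also rolled along the genome 10000 times in a permutation test, which gave p = 0.0010 and an adjusted p of 0.024. With a minimum score of 10 the adjusted p was 0.13, no longer under 0.05. With all summits, no other chromosome had an adjusted p under 0.05.

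**Figure D3:**
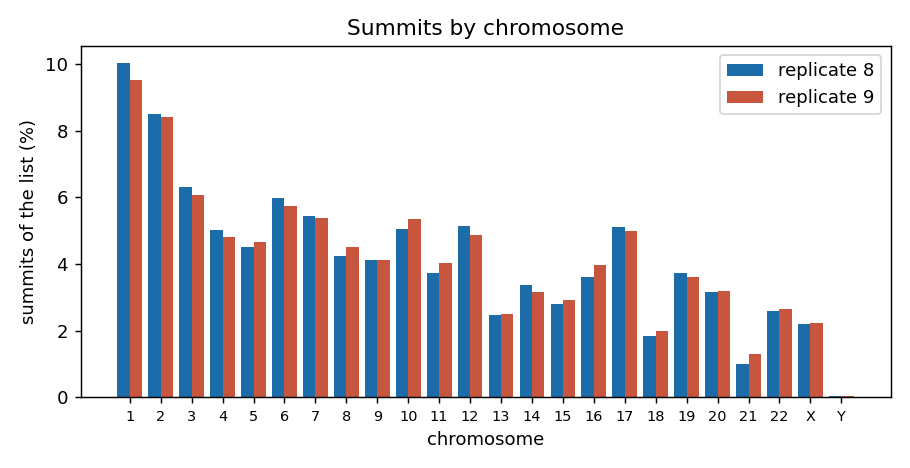
Bars give the percentage of each replicate's summits on each chromosome, without error bars because each is 1 library. The profiles are close, and chromosome 21 holds 1.01% of the replicate 8 list and 1.29% of the replicate 9 list.

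Summits were clustered along the chromosomes. In replicate 8, 62.8% of summits (95% Wilson interval 62.4 to 63.3%) had another summit of the same list within 10 kb, compared with a mean of 27.3% over 20 draws of uniformly placed summits. In replicate 9 the share was 50.4% (95% Wilson interval 49.8 to 50.9%), compared with 18.1%. With the window doubled to 20 kb the mean over both libraries moved from 56.6% to 69.8%. The means for uniformly placed summits rose as well, to 46.6% for replicate 8 and 32.5% for replicate 9. With equal numbers of summits the replicate 8 share within 10 kb was 47.1%, compared with 18.1% for uniformly placed summits. The higher share of replicate 8 in the full lists was therefore not kept at equal numbers. Joining summits up to 10 kb apart gave 26166 groups in replicate 8, of which 63.9% were single summits, and 19178 in replicate 9, of which 72.7% were single. The group with the most summits in replicate 8 held 26 on chromosome 15 from 67360056 to 67442813. That in replicate 9 held 16 on chromosome 17 from 76339910 to 76408797, where replicate 8 had a group of 21. These groups were picked after their values were seen.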

Values the study reported

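The study reported that binding was profiled in 2 independent clones, with peaks inside PAX8 and upstream of its transcription start. As an example of a site inside PAX8 found in both, it named peak 22831 in one clone and peak 14370 in the other. It also reported binding at these PAX8 regions by ChIP-qPCR, a PCR assay of the immunoprecipitated DNA, which was not examined here.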

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

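The alternatives for the analyses of strong summits, neighbouring summits and chromosome 21 were chosen after the data were seen, and the others before.

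The mean number of summits per library stayed within 1.5 times its value under a minimum score of 5 and after merging summits under 500 bp apart, and fell to 16639 with a minimum score of 10. Each library on its own gave from 28084 to 44983 summits. No summit lay outside the numbered chromosomes, X and Y, so that restriction moved nothing and tests nothing.

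The shares of shared summits moved with the distance allowed, as follows from its construction. Within 50 bp they were 23.3% for replicate 8 and 37.4% for replicate 9, and within 500 bp they were 55.5% and 87.7%. A minimum score of 10 raised the replicate 8 share to 58.8% and left that of replicate 9 within its interval. With equal numbers of summits the shares were 66.7% in both lists. Matching was nearly one-to-one, so lists of equal length give near-equal shares whatever they hold, and only the level of 66.7% carries information. The correlation of scores was 0.760 within 50 bp, 0.625 with a minimum score of 10 and 0.716 as Pearson's r on log10 scores, and it stayed positive in each. A minimum score narrows the range of scores, and the cause of the other moves was not tested. Leaving out a replicate gives no value for a share or a correlation that needs both.

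Of the analyses added later, the difference between libraries in the share of strong summits missing from the other list changed sign, to -0.05 percentage points, when 1 kb was used in place of 5 kb, and the cause was not tested. Of the other alternatives for these analyses, 7 kept their call or their value within the spread, 2 moved and 3 were weaker. The 7 include leaving out either replicate for neighbouring summits. Each library must lie within the SD of the same 2 libraries, so that alternative tests nothing. One of the 3 weaker alternatives was the chromosome 21 comparison with a minimum score of 10. There the ratio of shares was 1.39, with an adjusted p of 0.13 in the permutation test. With equal numbers of summits the adjusted p in that test was 0.0024.

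The alternatives for promoters, motifs, gene lists and PAX8 were not run, because the lists and the annotation at hand are on different builds. Depth is not given by the lists and was not used here, which limits any reading of sites found in 1 library alone.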

Other observations

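The test of whether the longer list adds weak sites was set before the data were examined. The other tests in this part were chosen after the results were seen. The design has 1 group, so no biological difference between groups was tested. Copy number differences between the libraries were examined through the summits alone.

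The replicate 8 list was 1.60 times as long as that of replicate 9. If the longer list adds weak sites, its unshared summits should score lower than its shared ones. Their median score was 5.29, against 14.7 for shared summits, and the share shared rose in each successive decile of replicate 8. The shorter list showed the same direction, with medians of 6.40 and 12.4 and a share that rose with decile. The direction therefore does not set the longer list apart. The levels differed, with 10.05% shared in the lowest decile of replicate 8 and 52.7% in that of replicate 9. A longer list leaves more summits unshared by its length, so these levels alone do not test the explanation. Scores under 5 were given to 12850 summits (28.6%) of replicate 8 and 5226 (18.6%) of replicate 9. The longer list thus held more weak summits. Of the 16899 summits by which replicate 8 exceeded replicate 9, the excess was still 9275 with a minimum score of 5 and 4278 with a minimum score of 10. With a minimum score of 30 it turned round, with 3222 summits in replicate 8 and 4506 in replicate 9. What made the lists differ in length stays open. Depth and enrichment were not used here.

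Among the 10000 strongest summits of each list, 128 of replicate 8 (1.28%) and 14 of replicate 9 (0.140%) had no summit of the other list within 5 kb (Fisher's exact test comparing these libraries, p = 2.3e-24). The strongest such replicate 8 summits lay on chromosome 6 at 28364585, with a score of 27.5 and no replicate 9 summit within 93.0 kb, and at 28697094, with a score of 25.6 and none within 163 kb. Among the 5000 strongest of each list, 2 of replicate 8 (0.04%) and 0 of replicate 9 were missing (Fisher's exact test, p = 0.50). Fisher's exact test takes summits as independent, whereas summits cluster, so the p-values in this paragraph can be too small. No permutation test was made for these shares. The asymmetry among the 10000 strongest may come from list length, since a longer list leaves fewer summits of the other without a neighbour. With both lists at equal numbers, 1.07% of strong replicate 9 summits were missing from replicate 8, and the shares no longer differed by Fisher's exact test (p = 0.19). With the full lists and 1 kb in place of 5 kb, however, 2.10% of replicate 8 and 2.15% of replicate 9 were missing (Fisher's exact test, p = 0.84). List length alone does not predict that, so its part in the asymmetry stays open. Taken as a set, the 128 missing replicate 8 summits were not gathered in a few regions. The 10 fullest blocks of 5 Mb held 18.0% of them, and 1000 random sets of strong summits gave a median of 17.2% and a maximum of 22.7%. The comparison does not exclude a local difference at a single place. The 2 chromosome 6 summits named above lay in the same block of 5 Mb. Of the strong replicate 8 summits with a partner, 0.809% had one in the lowest score decile of replicate 9. That is below the 1.28% missing but of similar size, so sampling around the detection limit stays open.

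Chromosome 21 held a larger share of the replicate 9 list than of the replicate 8 list, by a factor of 1.28. Rolling library labels along the genome gave an adjusted p of 0.024, which argues against chance placement of clustered summits in the full lists. With a minimum score of 10 the factor was 1.39 and the adjusted p was 0.13, so chance stays open for the stronger summits alone. An extra copy of the chromosome in the cells of replicate 9, or a lost copy in those of replicate 8, would lower the ratio of replicate 8 to replicate 9 summits along its whole length. Split at its median summit, the chromosome had ratios of 1.31 and 1.19. Both were below those of all 44 corresponding parts of the other numbered chromosomes and X, which ranged from 1.41 to 1.77. The chromosome was picked for its low ratio, so this shows that the low ratio was not limited to one part, and does not test a copy number difference, which stays open. Paired summits on chromosome 21 also ranked a median of 8.74 percentile points higher in replicate 9, but that shift had an adjusted p of 0.17 in the permutation test. Copy number was not measured, and the input signal was not used here.

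Of the 17 chromosome Y summits in replicate 8, 9 had a chromosome X summit within 200 bp of the position 50000 bp higher. In replicate 9 this held for 7 of 14. No other offset among 9986 drawn at random within 1 Mb gave more than 2 in either library. These summits lay in the first 2.60 Mb of Y. A candidate explanation is reads that align equally to X and Y, kept and placed on both chromosomes, so that one site is listed on each. The 9 summits at this offset in replicate 8 prompted that explanation and so do not test it, and it stays open. In hg38 the ends of X and Y are identical at equal coordinates, over 1800790 bases compared, so an offset of 50000 bp also sets these lists apart from hg38. Whether such reads were kept elsewhere in the genome was not tested.

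The best-ranked shared summit, on chromosome 2 at 91764035, lay 556 kb from the longest stretch of that chromosome without a summit, from 92320122 to 95673732. Whether sequence beside assembly gaps draws excess reads was examined. Of the 100 best-ranked pairs, 1% lay within 1 Mb of the longest summit-free stretch of their chromosome, compared with 1.31% of the other 21418 pairs (Fisher's exact test, p = 1). The 1 pair is the prompting site itself. Summit-free stretches are also a poor stand-in for assembly gaps, so the comparison decides nothing about such sequence.

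The pair with the widest rank gap among pairs in the highest decile of replicate 9 lay on chromosome 22. Its replicate 9 summit at 45508345 had a score of 51.6 and rank 1445, and its replicate 8 summit at 45508487, 142 bp away, had a score of 3.14 and rank 41317. The gap was 92.5 percentile points among paired summits. A regional gain in replicate 9 might raise a site's rank, but would raise its neighbours alike. The other 42 pairs within 1 Mb had a median rank difference of 9.69 points, with quartiles of -2.34 and 19.0, which argues against a regional gain as the whole of the gap. A sequence difference between the clones at this site was not tested.

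The peak numbers quoted above for the site inside PAX8 were looked up in these lists, taking the clones by the numbers in their names. In the replicate 8 list that number belonged to a summit on chromosome 2 at 110514643 with a score of 1.58. In the replicate 9 list it belonged to one on chromosome 2 at 113401006 with a score of 5.19, which had a replicate 8 summit of another number 6 bp away. The numbered summits lie 2.89 Mb apart, so the quoted numbers do not name one site in the lists analysed here. The quoted numbers can belong to another set of peak calls, which was not used here, so this lookup says nothing about binding at PAX8.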
